A study of Mus musculus with 12 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

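The animals were 6 C57BL/6 mice of 1 family, a sire, a dam and 4 F1 animals, of the strain given as C57BL/6J/Nrs in the study. Genomic DNA from their tails was analysed by array comparative genomic hybridization (array CGH). In this assay, the DNA of an animal and the DNA of a reference are labelled with different dyes and compete for the same probes, so that the log ratio of both signals at a probe follows the relative copy number. Each animal was hybridised on 2 arrays with the dyes exchanged (12 arrays in all), always against the same reference male. The title of the series gives the exposure of sires as 20 mGy per day for 400 days of gamma-rays, whereas its design text calls the male of this family non-irradiated. The labels of all 6 animals begin with that dose, as the labels of the irradiated group do in the lists of the study. The design text thus stands alone, but no table here settles the exposure of this sire, and no comparison below rests on it. The sex of the F1 animals is not among the labels used here.

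The arrays belong to the second screening of the study, in which probes were placed densely around each probe found positive by genome-wide arrays of the first screening. The first-screening arrays were not analysed here. Each deposited file holds the output of Agilent Feature Extraction for 1 array. Per the file headers, the authors' processed signals were background-subtracted intensities of the red (Cy5) and green (Cy3) channels after linear dye normalization, and the probe positions refer to build mm9. The deposited LogRatio column is the log10 of the red over the green processed signal. It differed from the ratio of the processed signals only at spots below background in a channel, of which there were 56 to 161 per array. The deposited series matrix held, on every array, the same LogRatio on the log2 scale turned to reference over animal.

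Of 176742 spots per array, 6563 control spots were left out. Spots of 1 probe were averaged, which left 166137 probes, of which 166086 were autosomal, 48 lay on chromosome X and 3 on chromosome Y. The autosomal probes formed 4857 clusters more than 10 kb apart, with a median distance of 83 bp between the starts of neighbouring probes. For each array, log2 of the Cy5 over the Cy3 processed signal was centred on its autosomal median and turned to animal over reference. The 2 arrays of an animal counted as 1 replicate, and SDs given for an animal are over these 2 arrays, so that they measure technical spread. No saturated spots were present. The share of spots well above background was between 97.2% and 99.1% per array and channel, and the SD of differences between neighbouring log ratios, as written by the scanner software, was between 0.112 and 0.130. The number of arrays limits the precision of all values.

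A probe was called positive in an animal when its log2 ratio passed 0.5 in the same direction on both arrays and at least 1 other probe within 3 probes and 10 kb did so too. The condition of the study that a probe had also been positive in the first screening was not applied. Positive probes of 1 direction within 3 probes and 10 kb were joined to regions, and overlapping regions of 1 direction were joined over animals. As background, the same rule was applied with the sign of the dye-exchanged array left unturned, which counts probes passing 0.5 in the same dye direction on both arrays (dye-biased probes). A region was assigned to F1 animals alone when neither parent had a positive probe of that direction in it. In a direct comparison, the log2 ratio of an F1 animal had to differ from that of the sire and from that of the dam by more than 0.5 in the same direction within both dye orientations, for a probe and 1 neighbour by the same distance rule. No p-value belongs to these counts. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) on 1 value per animal, with 4 F1 animals against 2 parents over 166086 autosomal probes and Benjamini-Hochberg adjustment at 0.05. Calls were otherwise made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9.

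The calling rule was tested on simulated arrays over the real probe positions with the spread of the sire's arrays. All of 100 regions of 5 probes implanted at a log2 ratio of -0.80 in 1 F1 animal were called in F1 alone, the direct comparison found 96 of them, and none of 100 regions implanted in the dam and an F1 animal was assigned to F1 alone. There were 0 false regions and 0 dye-biased probes. The real arrays had 41 dye-biased probes, so that the simulation does not reproduce their spread in full. Its count of false regions may therefore be too low. In simulated data for the limma comparison, 141 of 200 probes shifted by 0.5 in all F1 animals were recovered (70.5%), with 8 false calls among 166086 probes.

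Regions named in the text were chosen by a rule fixed before the data were examined. They are the 6 regions of F1 alone with the most positive probes, ties being settled by the size of the mean log2 ratio over each animal's own positive probes, and the 6 regions of a parent with the most positive probes summed over animals. Any other region named was chosen after its values were seen. Alternatives listed before the data were examined were thresholds of 0.8 and 0.4, at least 2 neighbours, no distance limit or 1 kb, the uncentred LogRatio, normexp background correction (offset 50), loess within arrays, the series matrix, a filter on background and outlier flags (4540 autosomal probes left out), a lower threshold of 0.3 for parents, a required difference of 0.5 from both parents, the mean of both arrays in place of each array, slide as a random block, single dye orientations, and leaving out each animal in turn. The files gave median but no mean signals for the normexp step, so medians were used where mean signals had been planned. Centring on probes of equal length was added after the data had been seen. The parents lay on slide 1, F1 replicates 1 and 2 on slide 2 and F1 replicates 3 and 4 on slide 3, which was scanned on another day. Each slide thus held animals of 1 generation.

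The files used here pair no probe with a gene, and the genome at hand was GRCm38, to which mm9 positions were not converted. Regions are therefore given by position without gene names. For 1 test, all autosomes of GRCm38 were divided into 479191 windows of 5000 bp and aligned to chromosome Y with minimap2 2.31-r1302 (asm20 preset), after extraction with samtools 1.23.1. A window counted as matched when an alignment covered more than 2500 bp with a share of matching bases above 0.8.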

Results

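The data describe DNA copy number in 1 mouse family from a study of transgenerational effects of low dose-rate gamma-rays. The family consisted of 1 sire, 1 dam and 4 F1 animals, each measured on 2 array CGH arrays with exchanged dyes against 1 reference male. Each array reported 166086 autosomal probes, placed where the first screening of the study had given positive probes. The median processed signal per array lay between 922 and 956 in both channels.

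Sex-linked probes were examined first, because the labels give the sex of both parents and the reference was male. Over 48 probes of chromosome X, the median log2 ratio was 0.00 ± 0.11 in the sire and 0.81 ± 0.07 in the dam (mean ± SD of the medians of 2 arrays). It was -0.01 ± 0.05 in F1 replicate 1, 0.77 ± 0.03 in replicate 2, 0.80 ± 0.04 in replicate 3 and 0.77 ± 0.02 in replicate 4. Over the 3 probes of chromosome Y, the median was 0.03 ± 0.34 in the sire and -1.13 ± 0.58 in the dam. The Y value was -0.02 ± 0.23 in F1 replicate 1, -0.77 ± 0.10 in replicate 2, -1.16 ± 0.23 in replicate 3 and -0.97 ± 0.20 in replicate 4. The dam thus differed from the sire by more than the spread over arrays on both chromosomes, in the direction of the labels. Of the alternatives, normexp moved the X value of the dam most, to 0.68.

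The number of positive autosomal probes was then counted in each animal. There were 0 in the sire, 168 in the dam, 87 in F1 replicate 1, 171 in replicate 2, 212 in replicate 3 and 557 in replicate 4. Of these 1195 positive probes summed over animals, 1189 had a lower and 6 a higher signal than the reference. A single region on chromosome 3, described below, held 550 of them. It held 138 in the dam, 136 in F1 replicate 2, 138 each in replicates 3 and 4, and 0 in replicate 1. Outside it, F1 replicate 1 had more positive probes than the dam and F1 replicates 2 and 3. The background count of dye-biased probes was 41, with 11 in the sire, 10 in the dam and 6, 8, 2 and 4 in F1 replicates 1 to 4. In the sire, the positive count was thus below the background count. A threshold of 0.8 gave 582 positive and 2 dye-biased probes, the lowest counts of any alternative. Without F1 replicate 4, 638 positive probes remained in the family.

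**Figure D1:**
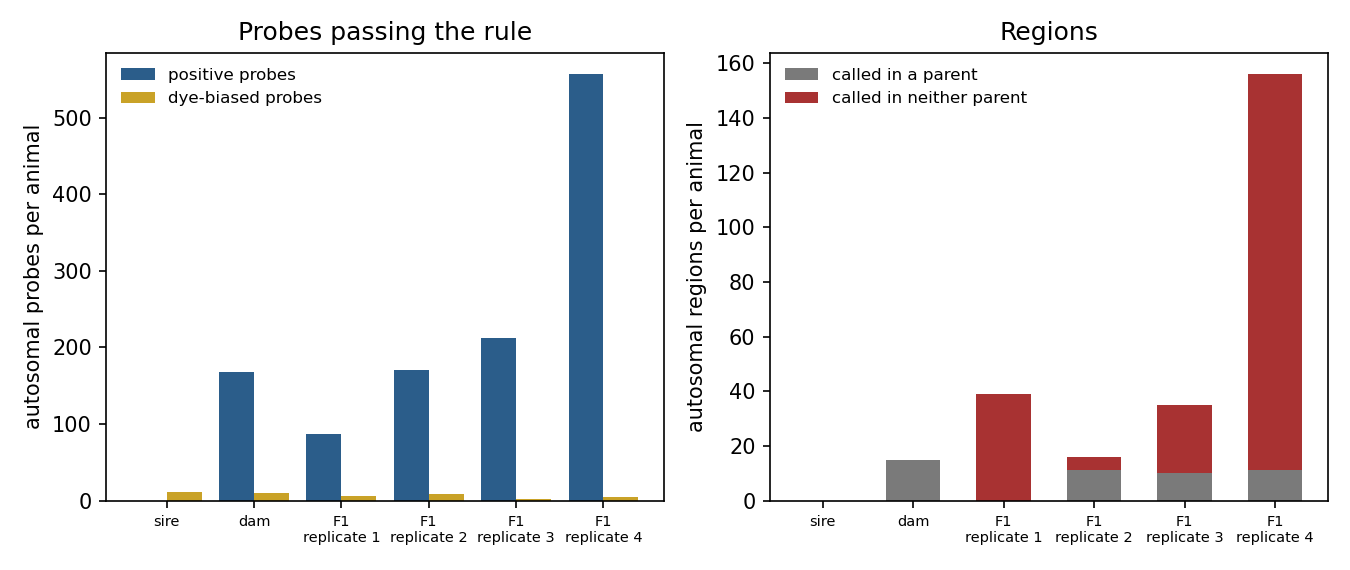
Left, positive and dye-biased autosomal probes in each animal (number of probes). Right, autosomal regions in each animal (number of regions), divided into those called in a parent and those called in neither parent. F1 replicate 4 had 557 positive probes and 156 regions, and the sire had 0 of each. Of the positive probes of all animals, 550 lay in 1 region on chromosome 3, called in the dam and F1 replicates 2, 3 and 4.

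Positive probes were joined to 176 distinct autosomal regions, of which 175 were lower and 1 was higher than the reference. The sire had 0 regions, the dam 15, F1 replicate 1 had 39, replicate 2 had 16, replicate 3 had 35 and replicate 4 had 156. A threshold of 0.8 left 15 distinct regions, and without F1 replicate 4 there were 73.

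Regions called in F1 animals and in neither parent were counted next. There were 161 such regions, all of them lower than the reference. They were found 39 times in F1 replicate 1, 5 times in replicate 2, 25 times in replicate 3 and 145 times in replicate 4. Of the 161 regions, 118 were called in 1 F1 animal, 33 in 2 and 10 in 3. F1 replicates 1 and 4 shared 32 of them, replicates 3 and 4 shared 20, and replicates 1 and 3 shared 10. The regions were small, with a median width of 177 bp (66 to 1069 bp), and no animal had more than 6 positive probes in any of them. Without F1 replicate 4, 58 regions were counted. The count was 7 at a threshold of 0.8, and 6 of these overlapped a region counted at 0.5. With normexp it was 52, with 1 in F1 replicate 1, 2 in replicate 2, 0 in replicate 3 and 49 in replicate 4. At 0.8 and with normexp, 0 regions were called in 2 or more F1 animals. The count was 90 when the region mean of the F1 animal also had to differ from both parents by more than 0.5 on both dye orientations.

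The 6 regions of F1 alone with the most positive probes were called in 2 or 3 F1 animals each with the reported processing. The region on chromosome 13 from 83531927 to 83532995 (mm9) had 6 probes. Its mean log2 ratio over the probes positive in any animal was -0.87 ± 0.005 in F1 replicate 4, -0.59 ± 0.02 in replicate 1 and -0.54 ± 0.03 in replicate 3 (SD over 2 arrays). It was -0.17 ± 0.13 in replicate 2, -0.13 ± 0.25 in the dam and 0.06 ± 0.07 in the sire. The region on chromosome 5 from 72499941 to 72500346 had values of -0.80 ± 0.01 in F1 replicate 4, -0.55 ± 0.02 in replicate 1, -0.58 ± 0.04 in replicate 3 and -0.18 ± 0.08 in replicate 2, against -0.17 ± 0.07 in the dam and 0.12 ± 0.01 in the sire. The others lay on chromosome 9 from 91242959 to 91243368, chromosome 16 from 71859980 to 71860576, chromosome 10 from 129510368 to 129511098 and chromosome 7 from 114143133 to 114143462. In these 4, F1 replicate 4 had means between -0.81 and -0.66, while the sire lay between 0.04 and 0.14 and the dam between -0.27 and -0.10.

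Most regions of F1 alone, 103 of 161, were called in F1 replicate 4 and in no other animal. Their median log2 ratio was -0.70 in that animal (SD over regions 0.09). In the same regions, the median was -0.51 in F1 replicate 1 and -0.49 in replicate 3, and all 103 regions lay below 0 in both. It was -0.17 in F1 replicate 2, -0.15 in the dam and 0.11 in the sire. In F1 replicates 1 and 3, these regions thus lay close to the threshold without passing the rule.

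**Figure D2:**
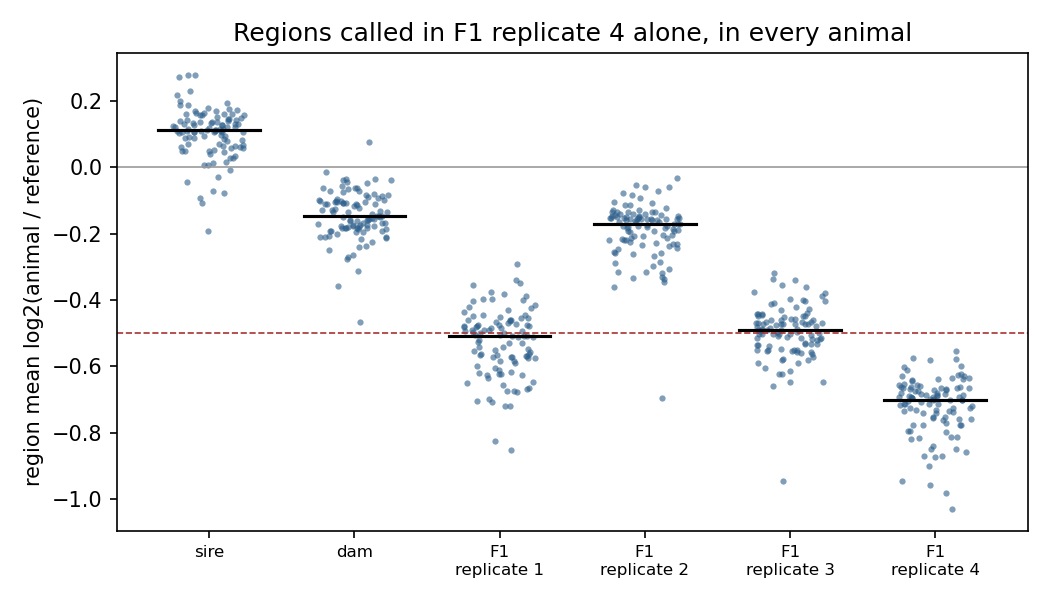
Mean log2 ratio of animal over reference (vertical axis) of each of the 103 regions called in F1 replicate 4 alone, in all 6 animals. Points are regions, black lines are medians, and the dashed line is the threshold of -0.5. Medians were -0.51 in F1 replicate 1, -0.49 in replicate 3 and -0.70 in replicate 4.

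The direct comparison of F1 animals with both parents called 63 regions, 62 lower and 1 higher in F1. There were 8 in F1 replicate 1, 0 in replicate 2, 7 in replicate 3 and 56 in replicate 4. Of the 63 regions, 61 overlapped a region of F1 alone called against the reference. At a threshold of 0.8 only 1 region was called, and without F1 replicate 4 there were 13.

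Regions called in a parent were examined next. All 15 were called in the dam and 0 in the sire. Of these, 9 were also called in F1 replicates 2, 3 and 4 but not in replicate 1, 2 were called in no F1 animal, and 0 were called in F1 replicate 1. The largest lay on chromosome 3 from 25416456 to 25456288 (mm9), a width of 39833 bp with 148 probes. The mean log2 ratio over all probes inside it was -1.73 ± 0.03 in the dam, -1.65 ± 0.04 in F1 replicate 2, -1.72 ± 0.04 in replicate 3 and -1.71 ± 0.05 in replicate 4 (SD over 2 arrays). It was 0.01 ± 0.09 in the sire and -0.01 ± 0.09 in F1 replicate 1. Over the 104 neighbouring probes outside the region, the means of all animals lay between -0.01 and 0.01. In the dam, 138 probes of the region were positive.

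**Figure D3:**
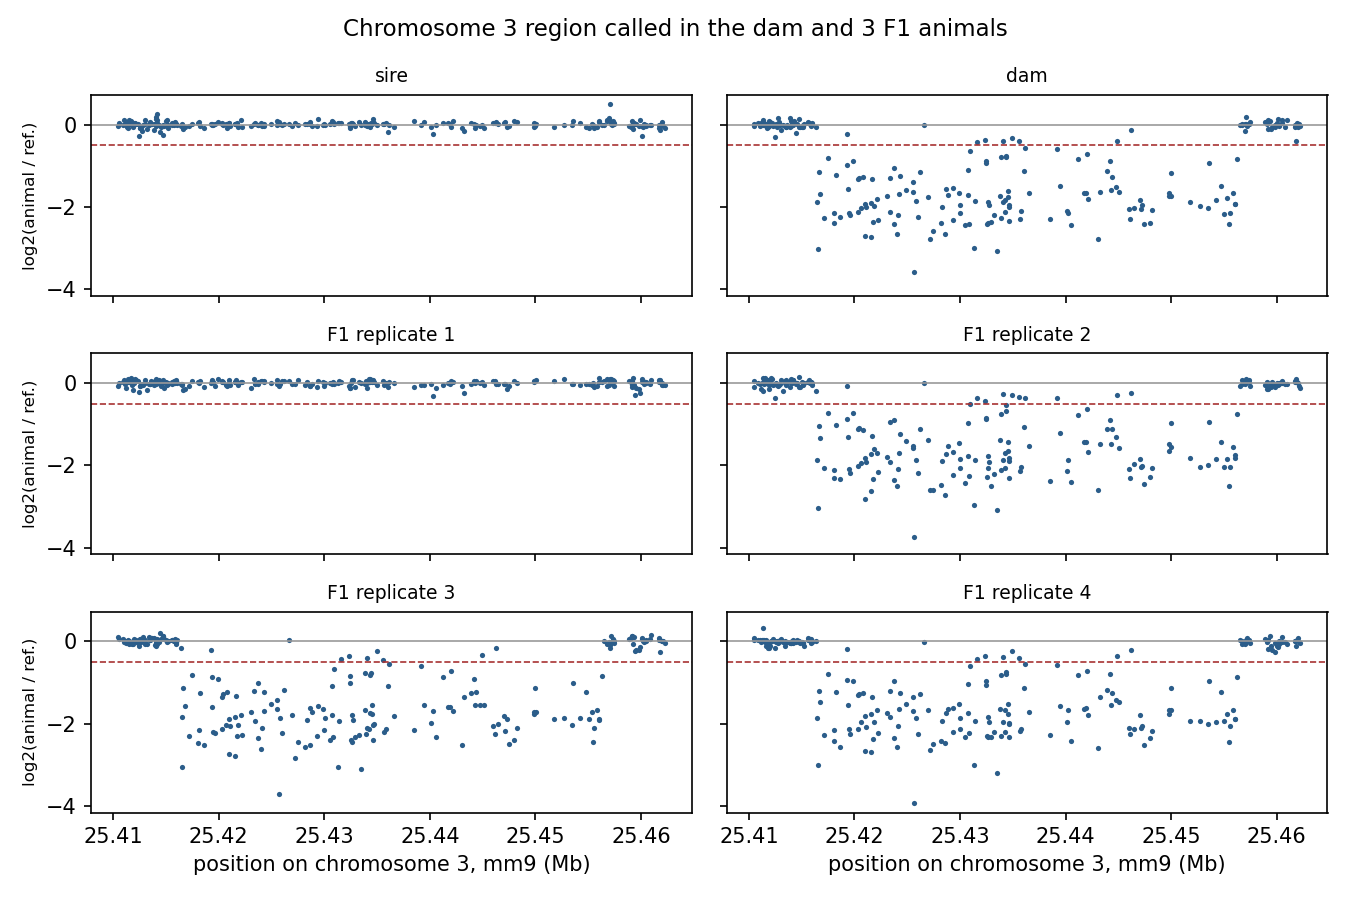
Log2 ratio of animal over reference (vertical axis) by position on chromosome 3 in mm9 (horizontal axis, Mb), 1 point per probe as the mean of 2 arrays. The dashed line is the threshold of -0.5. Probes of the region lay near -1.7 on average in the dam and in F1 replicates 2, 3 and 4, and near 0 in the sire and F1 replicate 1.

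The other 5 named regions of the dam were called in F1 replicates 2, 3 and 4 as well. They lay on chromosome 2 from 111694136 to 111694677, on chromosome 7 from 10836591 to 10837328, from 18817154 to 18817241 and from 126944817 to 126944911, and on chromosome 13 from 77818531 to 77818639. In the dam, their mean log2 ratios were -0.96 ± 0.31, -1.64 ± 0.11, -1.36 ± 0.32, -1.30 ± 0.08 and -1.46 ± 0.12 in this order. The sire lay between -0.08 and 0.06 in these regions, and F1 replicate 1 between -0.05 and 0.00. Only 1 region of the family was higher than the reference, on chromosome 18 from 35428246 to 35428306, and it is named here although the rule does not include it. It was called in the dam, with 0.74, and in F1 replicates 3 and 4, with 0.67 and 0.56. The mean of F1 replicate 2 was 0.53 ± 0.06, without a call. The sire lay at 0.01 ± 0.12 and F1 replicate 1 at -0.08 ± 0.05.

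Finally, the F1 animals were compared with the parents as groups with limma. Such a test asks for differences shared by the 4 F1 animals, and a change carried by 1 animal cannot show in it. With Benjamini-Hochberg adjustment, 0 of 166086 probes were called, and 10214 had an unadjusted p under 0.05. The smallest adjusted p was 0.161, for a probe on chromosome 1 at 187614268 with a mean of -0.14 in F1 animals and 0.42 in parents. With slide as a random block, 0 probes were called and 13750 had an unadjusted p under 0.05. Generation and slide overlapped, since no slide held both parents and F1 animals. Without the dam, 10 probes were called, without the sire 1, and without F1 replicate 2 there were 5.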

Values the study reported

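For the whole set of families, the study reported de novo deletions in 20.4% of F1 mice of the irradiated group (29 of 142) and in 7.1% of F1 mice of the non-irradiated group (11 of 156). After quantitative PCR, it listed 31 deletions and one duplication in the irradiated group. For a few mice with many changes, it reported between 9 and 108 candidate deletions per mouse from array CGH. These mice came from the irradiated and the non-irradiated group, and none carries a label of the family examined here. The lists of changes kept after quantitative PCR name no animal of this family either. These counts rest on a first and a second screening together.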

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

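The tests on slide, array noise and deletions in F1 replicate 4 alone, on losses of 1 or both copies in the dam and their inheritance, on chromosome Y, and on X and Y probes were chosen only after the results had been seen. The tests on the reference channel, probe length, dim probes and signal near background were set down before their values were known. Of 22 groups of 4 F1 values that were examined for an animal far from the others, 6 stood out, where chance alone gives about 1 in 20.

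F1 replicate 4 stood apart by its number of regions, 156 against 39 in the next animal, and by its number of regions in the direct comparison with both parents, 56 against 8. It had the most regions under all 11 alternatives that were compared, but its distance from the others passed the limit for an outlying value under 8 of them. A threshold of 0.8 gave 10 regions against 9 in the next animal, a threshold of 0.4 gave 218 against 110, and normexp gave 56 against 12, so that its standing apart depended on the threshold and the background correction. If its calls were new deletions carried by this animal alone, the same regions should lie at the level of random probes in its siblings. Instead, all 103 regions called in it alone lay below the 5th percentile of 10000 random windows of equal probe number in F1 replicates 1 and 3 both. In F1 replicate 2, 93 of them did so, in the dam 81 and in the sire 3. This argues against deletions of F1 replicate 4 alone as the source of these regions as a set. The medians of -0.51 and -0.49 in F1 replicates 1 and 3 lie between 0 and the value of -0.70 in F1 replicate 4, so that the animals did not fall into carriers and non-carriers.

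Several technical explanations were tested on the same regions. Slide and scan day would give F1 replicates 1 and 2, which shared a slide, the same shift, but they differed by a median of -0.34 (SD over regions 0.12). The arrays of F1 replicate 4 were not noisier, since their mean SD of neighbouring differences was 0.114, against 0.114 to 0.124 in the other animals, and it had 4 dye-biased probes against 2 to 11. The shift lay in the channel of the animal, at -0.43 relative to the other animals, and hardly in the reference channel, at 0.032. The animal channel of the sire was shifted more, by 0.54, in the opposite direction, and that of the dam by 0.24, of F1 replicate 1 by -0.31, of replicate 2 by 0.09 and of replicate 3 by -0.15. Correction for probe length left 156 of the 161 regions of F1 alone, and all 156 overlapped the original ones. The signal of the probes decides nothing, since their median percentile in the reference channel was 19.7, lower than average but not at the bottom. Normexp, which changes dim probes most by its construction, left 52 regions of F1 alone. Loess within arrays left 135 and the filter on background and outliers 147, of which 134 and 146 overlapped the original ones. Dim probes thus may contribute, and their part stays open. Differences in the condition of the tail DNA between animals, and real changes shared by siblings in part of their cells, were not tested and stay open. After quantitative PCR, the study lists a deletion on chromosome 17 from 4507025 to 4507181 (GRCm38) in a mouse of another family. A region called in F1 replicate 4 alone has the same positions in mm9. Positions were not converted between the builds, so whether this locus recurs over families stays open. The other regions of F1 alone were not set against the lists of the study. The sire's exposure is a single value for the family, so that no biological explanation by exposure was tested.

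F1 replicate 1 stood apart by its X probes, at -0.0073 against 0.77 in the nearest sibling. The sex of the animals is a candidate explanation. It needs Y probes below -0.5 where the X probes lie above 0.5, and Y probes within 0.3 of 0 where the X probes are so too. With the reported processing, this was found on both arrays in 6 of 6 animals, the labelled parents included. The former held in the dam and F1 replicates 2, 3 and 4, and the latter in the sire and F1 replicate 1. With the filter on background and outliers, which left 2 Y probes, the criterion was not met in F1 replicate 2 (-0.4958 ± 0.07). The other Y values under the filter were -0.67 ± 0.28 in the dam, -0.67 ± 0.24 in F1 replicate 3 and -0.57 ± 0.20 in replicate 4. F1 replicates 1 and 2 shared a slide and differed by 0.78 in the X probes, so that the slide does not account for this difference. The labels used here give no sex for the F1 animals, and F1 animals were not grouped by it.

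F1 replicate 1 also stood apart in 3 regions called in the dam, on chromosome 3 at 25416456 (-0.0054 against -1.75 in the nearest sibling, over the probes positive in any animal), on chromosome 2 at 111694136 (-0.0021 against -0.88) and on chromosome 7 at 10836591 (-0.033 against -1.62). On chromosome 3, the loss of 1 of 2 copies inherited from the dam allows no log2 ratio below -1 when the sire and the reference have both copies, yet the highest of the means over all 148 probes in F1 replicates 2, 3 and 4 was -1.65 (largest SD over arrays 0.05). Weak probes are no explanation, because the region lay at the mean percentile of 78.9 in the signal of the sire, and 1 of its 148 probes was left out by the filter on background and outliers. The reference channel lay 1.63 above the array median (log2) on the arrays of the sire, where the animal channel lay 1.63 above it too. In the dam, the animal channel lay at -0.04. A dam that lacks both copies, with a sire and a reference that have 1 each, would put the region near background in the dam. At least 147 of its 148 probes were well above background in the dam's own channel on each array, but so were 2 of the 3 Y probes, for which the dam should have no target. Probes without a target can thus pass this test, so that this flag decides nothing. The signal level says more. Relative to the array median, the region lay at -0.04 ± 0.02 in the dam's own channel. In F1 replicates 2, 3 and 4 it lay between -0.06 and -0.04. This is the level of a median autosomal probe and not of background, which argues against a loss of both copies in these animals. On chromosome 3, the set of carriers was the dam and F1 replicates 2, 3 and 4, the animals with X probes above 0.5. This set was shared by 9 regions of the dam. In 5 of them, on 3 chromosomes and with chromosome 3 included, all 3 F1 means lay below -1 by more than their SD over arrays, the highest at -1.13, which argues against the loss of 1 of 2 copies from the dam there too. The other 4, with F1 means from -1.39 to -0.83, lay on 4 of the 9 chromosomes with a loss of the dam that this limit leaves open, and F1 replicate 1 had a call on 0 of the 9. If F1 animals inherited the 9 chromosomes independently, any set of carriers would recur on 4 or more with a chance of 0.0238, counted over all sets and not only the one seen. The chance was computed after this set of carriers had been seen, and it counts chromosome 13. There, the region from 77817425 to 77817523 lies close to that from 77818531 to 77818639, which is among the 5 below the limit. No chance was computed without chromosome 13. The value thus does not decide whether the 4 regions are separate losses of 1 of 2 copies. The chance also assumes that each loss is called in every carrier. This may not hold on chromosome 14 from 52021616 to 52021772, where F1 replicate 4 was the only F1 animal with a call. The means there were -0.82 ± 0.21 in F1 replicate 2, -1.09 ± 0.15 in replicate 3 and -1.05 ± 0.20 in replicate 4.

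A candidate explanation for chromosome 3 is sequence shared with chromosome Y, which the reference male carries and the dam lacks. In GRCm38, a run of 8 consecutive windows, 40000 bp on chromosome 3 from 25515001 to 25555000, matched chromosome Y. It was the longest run on any autosome, the second longest having 4 windows, and in the annotation of that build it lies in the gene Nlgn1 without touching an exon. The width of the called region in mm9 was 39833 bp, but positions were not converted between the builds, so that the match rests on chromosome, length and uniqueness. Every window of the run had 8 matches on chromosome Y, the best with a median identity of 98.1%. With 8 copies on Y beside 2 on the autosomes, a log2 ratio of -2.32 would follow for an animal without Y, and the means of the dam and F1 replicates 2, 3 and 4 reached -1.73 to -1.65. Ratios on these arrays fell short of copy numbers at the X probes too, where the dam reached 0.81 in place of 1. Calls at this region may thus follow the sex of the animals compared with the reference rather than a change on chromosome 3. The same carriers were found in all 9 regions of the set. The sire lay between -0.08 and 0.06 in these, and F1 replicate 1 between -0.10 and 0.00. Calls in the other regions of the set, on chromosomes 1, 2, 7, 9 and 13, may thus follow sex as well. They were not set against chromosome Y, so that this stays open.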

How the results depend on the processing

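All alternatives except the correction for probe length, which was added after the data had been seen, were chosen before the data were examined. No called value changed direction. With no distance limit, a distance of 1 kb, the uncentred LogRatio, the series matrix and the correction for probe length, all counts of probes and regions over the family stayed within 1.5 times their reported values. With 1 kb, the region on chromosome 3 was divided at gaps between probes, and 180 distinct regions were counted.

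A threshold of 0.8 gave 582 positive probes, 2 dye-biased probes, 15 distinct regions, 7 regions of F1 alone and 1 region in the direct comparison, and the region on chromosome 3 was still called in 4 animals. A threshold of 0.4 gave 1844 positive and 174 dye-biased probes and 133 regions in the direct comparison. With at least 2 neighbours, there were 3 dye-biased probes, 74 distinct regions, 72 of F1 alone and 14 in the direct comparison. Normexp gave 754 positive probes, 66 distinct regions, 52 of F1 alone and 12 in the direct comparison. Dye-biased probes fell to 20 with loess within arrays and to 19 with the filter on background and outliers. When the mean of both arrays had to pass in place of each, 1834 probes were positive. When the region mean of the F1 animal had to differ from both parents by more than 0.5, 90 regions of F1 alone were left, and with a lower threshold for parents there were 156. Apart from the effect of a stricter or looser rule, which follows from its construction, the cause was not tested.

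Leaving out each F1 animal in turn gave 638 to 1108 positive probes, 33 to 39 dye-biased probes, 73 to 172 distinct regions, 58 to 157 regions of F1 alone and 13 to 63 regions in the direct comparison. The lowest value of each except the dye-biased probes came from leaving out F1 replicate 4.

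In the limma comparison, all other processing alternatives, slide as a random block and single dye orientations gave 0 probes. Without 1 animal, between 0 and 10 probes were called, with 10 (3 lower and 7 higher in F1) when the dam was left out, so that the lone sire is assumed to vary like the F1 animals. The cause was not tested. No paired analysis was possible because the F1 animals and the parents share only 1 replicate number.

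For the X probes, normexp gave 0.68 in the dam and 0.63, 0.69 and 0.68 in F1 replicates 2, 3 and 4, and the filter, which left 16 probes, gave 0.85 in F1 replicate 3. For the Y probes, normexp gave -0.61, -0.84 and -0.74 in F1 replicates 2, 3 and 4, and the filter, which left 2 probes, gave -0.50, -0.67 and -0.57. Of the counts per animal and alternative, 10 of positive probes, 17 of regions and 19 of regions of F1 alone changed by more than 1.5 times, and 56, 49 and 25 did not. For the mean log2 ratios of the 12 named regions, 60 alternatives stayed within the SD over animals and 12 did not, and none changed sign.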

Other observations

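The comparison with random windows, used again here, was chosen after the results had been seen. Across 166086 probes, which are not independent, the mean log2 ratios of F1 replicates 3 and 4 were correlated with r = 0.68. Those of the dam and F1 replicate 2 were correlated with r = 0.54. The correlations of the sire were lower, at r = 0.14 with F1 replicate 2, 0.08 with replicate 1 and 0.07 with the dam. They were -0.02 with F1 replicate 4 and -0.07 with replicate 3. Pairs among the dam and F1 replicates 2, 3 and 4 had r from 0.41 to 0.68, and pairs with F1 replicate 1 from 0.08 to 0.34. All r include the 148 probes of the chromosome 3 region, which were low in the former animals and raise r between them. F1 replicates 3 and 4 also shared a slide, and all animals shared the reference. No r expected from these causes alone was computed. Within an animal, the arrays of both dye orientations were negatively correlated across probes after turning, from r = -0.54 in the sire to r = -0.06 in F1 replicate 4.

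In the 7 regions called in F1 replicate 1 alone, siblings were low as well. Here the median was -0.68 in F1 replicate 1, -0.63 in replicate 4, -0.42 in replicate 3 and -0.20 in replicate 2, with -0.16 in the dam and 0.06 in the sire. The 4 regions called in F1 replicate 2 alone had another order, with -0.92 in replicate 2, -0.62 in the dam, -0.45 in replicate 4, -0.33 in replicate 3 and -0.08 in replicate 1. Since all 103 regions of F1 replicate 4 were low in F1 replicates 1 and 3 as well, which of these regions count as called in 1 animal may depend on the threshold. At a threshold of 0.4, the number called in 2 or more F1 animals rose from 43 to 131. At 0.8 and with normexp, it fell to 0.

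At 4 regions called in the dam, on chromosomes 4, 5, 10 and 15, the siblings lay on opposite sides of the reference. On chromosome 5 from 66798396 to 66798453, the mean log2 ratio was -0.82 in the dam, -0.73 in F1 replicate 2, 0.45 in replicate 3 and 0.20 in replicate 4. On chromosome 15 from 69198960 to 69199091, it was -1.05 ± 0.11 in the dam and -0.80 ± 0.03 in F1 replicate 2 (SD over 2 arrays). It was 0.36 ± 0.23 in F1 replicate 3 and 0.08 ± 0.25 in replicate 4, so that replicate 4 cannot be placed above the reference there. On chromosome 10 from 87116133 to 87116287, the values were -0.73, -0.47, 0.36 and 0.14 in the same order, and on chromosome 4 from 132149826 to 132149884 they were -0.63, -0.48, 0.30 and 0.16. Each region held 2 probes, and the sire lay between -0.06 and 0.05. These regions were picked by eye after their values were seen, and no explanation was tested.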
